A study of Mus musculus with 30 samples. Its data were reported in "Adipose tissue-derived microRNAs as epigenetic modulators of type 2 diabetes" (2025).

How the data were processed

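Gene counts of gWAT from 30 female NZO mice, 15 DP and 15 DR, were analysed. Groups were taken from the disease state that the submitters gave each sample, and replicates were numbered within a group in deposition order, so that equal numbers do not pair animals. The deposited table holds estimated counts per gene that the authors made with StringTie 2.1.3b on the mouse assembly GRCm38.p6, per the submitters' processing notes. Total RNA was extracted with a miRNeasy kit and libraries were prepared and sequenced by a commercial provider. The aligner, the annotation release and whether counting used strand are not given in the sources used here. Reads of overlapping genes on opposite strands, and of near-identical gene copies, therefore cannot be told apart. The values are whole numbers as deposited and were used without scaling by the authors. All 55401 genes and all 30 count columns were read, and 0 columns were left unused. Positions and exon lengths came from GENCODE M21 on GRCm38, in which 55141 of the gene identifiers were found.

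Total counts ran from 28146906 to 29974243 per library. No pair of libraries agreed within sampling noise: the lowest chi-square per degree of freedom over 435 pairs was 7.46. Reads were not counted as unique molecules, so counts carry amplification noise.

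The groups were compared with edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr at its defaults (minimum count 10, minimum total count 15), and the quasi-likelihood F test with the group as the only term. Benjamini-Hochberg adjustment ran over the 17482 genes tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. 49 gene lists for fat metabolism, insulin signalling, cell types, imprinted loci, microRNA hosts and targets, stress and other tissues were fixed before the data were examined, of which 48 had at least 3 tested members. A symbol absent from the table was matched through its gene identifier, and for a repeated symbol the gene with most counts was used. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 48 lists. Camera called 26 lists (12 higher, 14 lower). With an estimated correlation 0 calls held, and fry, which asks whether a list's genes move on balance in a common direction, called 37.

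Named genes followed a rule fixed before the data were examined. Genes past the threshold with a mean count of at least 50, an established symbol and at least 13 of 15 DP libraries on the same side of the DR median gave the 12 largest rises and 12 largest falls. Each list gave up to 4 members with the smallest p, and the insulin genes, the Dlk1-Gtl2 transcripts, *Mest*, *Gna12* and *Gga3* were always included. Genes outside the rule are marked as chosen after their values were seen, and some genes that the rule names are not reported here. Single values per library were compared by two-sided permutation tests with 100000 resamples. Relations across libraries used log2 CPM or the mean z-score over a list, Pearson's r and Spearman's rho with permutation p-values, and adjustment over 8 relations.

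The gene test and camera were tested on simulated data before use. Simulated genes were drawn independently, so the preset correlation of camera was not tested on correlated genes. Camera called the simulated list of genes changed together, and 1 other list. Of 50 genes changed by 0.32 on the log2 scale among 17482, edgeR recovered 25, and it recovered 40 of 50 changed 1.5-fold and 47 of 50 at 2-fold, with 5.32% of all calls false. Alternatives were DESeq2 1.42.0 (Wald test, the tool of the study), limma-voom with quality weights, relative log expression and upper quartile factors, no composition factor, no filter, mean CPM over 1, mean FPKM over 1 as in the study (exon lengths were found for 99.9% of tested genes), library number, 7 surrogate variables (sva 3.50.0) or macrophage markers as covariates, omission of the least correlated library of each group, each side of the library numbers alone, and a fold of at least 1.5. An alternative without DR replicate 7, and camera with the macrophage covariate and an estimated correlation together, were chosen after the data were seen. No batch or date was given in the labels.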

Results

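RNA of gonadal white adipose tissue (gWAT) was sequenced from 30 female New Zealand obese (NZO) mice, a polygenic model of obesity. Genetically alike females of this strain on a fat-rich diet either progress to diabetes or remain protected from hyperglycaemia. 15 libraries came from diabetes-prone (DP) mice and 15 from diabetes-resistant (DR) mice, which served as controls, and each animal gave 1 library. The total count per library ran from 28146906 to 29974243, and 23854 to 24666 genes had at least 1 count. Neither measure differed detectably between DP and DR (two-sided permutation p = 0.735 and 0.918). The share of counts on genes of the mitochondrial genome was 6.18% ± 0.624 in DP and 7.19% ± 0.616 in DR (SD, n = 15 each, permutation p = 0.000150). Levels are CPM, counts scaled to a common library total, as mean ± SD over the 15 libraries of a group (n = 15), given for DP first and DR second with the fold between them, and adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. Where a list's counts adjusted over the list alone are not given, they were the same as those over all genes tested.

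The comparison of DP with DR asked how gWAT gene expression differs between mice classed as prone or resistant to diabetes, before hyperglycaemia. The study assigned these classes by a risk score, so the group of each mouse is a prediction and not an observed outcome. Of 17482 genes tested, 4933 rose and 4771 fell in DP, 55.5% of the genes tested. Macrophage, lysosome and cell division genes were among those that rose, while adipocyte, mitochondrial and branched-chain amino acid breakdown genes were among those that fell. Most changes were small: 1239 of the genes that rose and 805 of those that fell differed by at least 1.5-fold. The first principal component held 30.2% of the variance and parted the groups without overlap, with scores of 10.2 to 38.9 in DP and -54.8 to 0.668 in DR. DR replicates 8, 9 and 12 lay nearest to DP, with scores of 0.668, -1.29 and -2.89. With the mean log2 CPM of 20 macrophage markers as a covariate, edgeR called 0 genes up and 0 down (1931 at an unadjusted p under 0.05), a fit run with no other tool. In the 15 libraries with the higher library numbers, 3055 genes rose and 3158 fell.

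**Figure D1:**
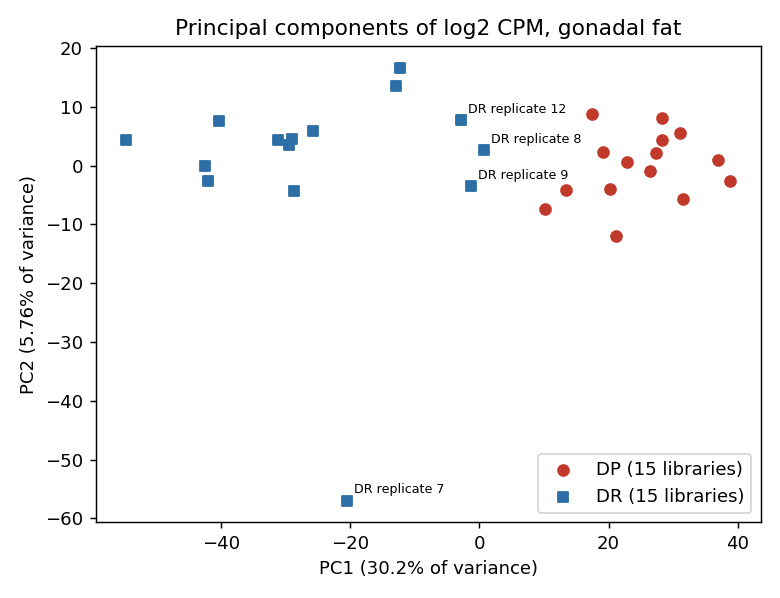
Scores of the 30 libraries on the first (x axis, 30.2% of variance) and second (y axis, 5.76%) principal components of log2 CPM, with circles for DP and squares for DR. DP libraries lie at 10.2 or above on the x axis and DR libraries at 0.668 or below, and DR replicate 7 stands alone on the y axis.

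The study named 5 genes of the insulin pathway, and all 5 fell in DP. The insulin-responsive glucose transporter *Slc2a4* (chromosome 11, 69942539 to 69948188 of GRCm38) stood at 86.3 ± 17.8 CPM in DP and 149.7 ± 21.8 in DR, 1.73-fold lower (log2 fold change -0.79 ± 0.088 SE, adjusted p = 8.87e-09). *Irs1*, the insulin receptor substrate on chromosome 1, 82233101 to 82291416, was 1.45-fold lower (33.7 ± 4.36 against 48.7 ± 6.52 CPM), and the kinase *Akt2* (chromosome 7, 27591552 to 27640826) was 1.37-fold lower (297 ± 29.4 against 406 ± 39.1 CPM). The insulin receptor *Insr* (chromosome 8, 3122061 to 3279617) was 1.27-fold lower (83.9 ± 5.97 against 107 ± 7.73 CPM), and the ribosomal protein kinase *Rps6kb1* (chromosome 11, 86498871 to 86544805) 1.16-fold lower (59.6 ± 2.62 against 69.3 ± 3.62 CPM). Adjusted p was 7.35e-08 or less for these 4, and in each of the 5 genes 15 of 15 DP libraries lay below the DR median. The 5 also passed adjusted over the list alone, which is not independent evidence because the study named them as lower in these same mice and does not state how they were chosen. The list test gave a camera adjusted p = 0.000162, adjusted p = 0.263 with an estimated correlation. Camera calls alone are weak evidence here, since random splits of the 30 libraries called up to 27 lists where the real groups gave 26. The split with 27 had 10 DP libraries on one side, so part of the group difference can remain in it. A more even split, with 8 DP libraries on one side, called 21. With the macrophage markers as a covariate edgeR passed 0 of the 5 genes (3 lower at an unadjusted p under 0.05), and DESeq2 and limma-voom without it passed all 5. Camera with that covariate still called the list (median log2 fold change -0.18, adjusted p = 0.00189), with adjusted p = 0.409 with an estimated correlation. Exons of *Rps6kb1* overlap those of *Rnft1* on the other strand, and those of *Irs1* overlap *Gm9747*, and the counting is not stated to use strand.

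**Figure D2:**
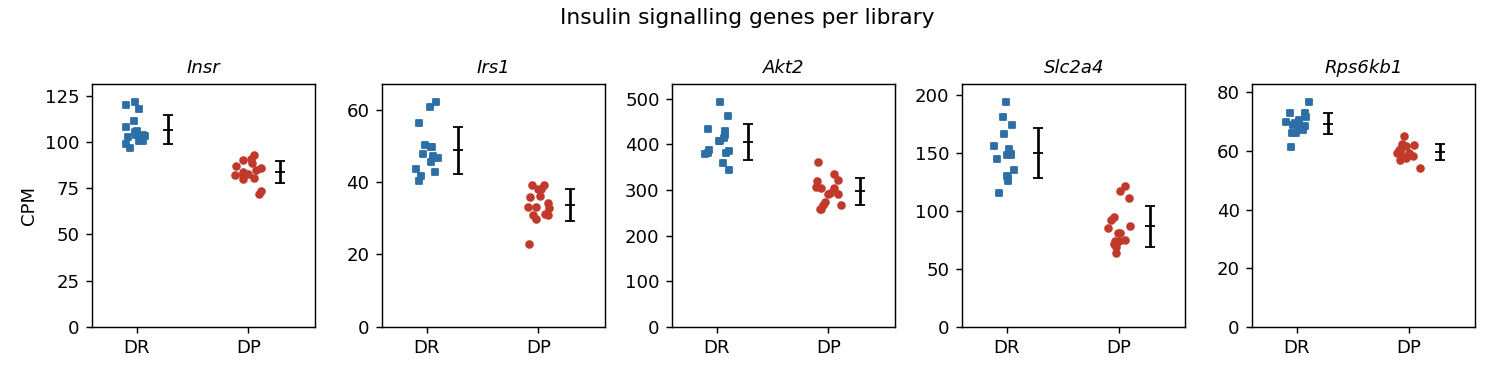
CPM (y axis, from 0) of the 5 insulin signalling genes in each DR (squares) and DP (circles) library, with the mean and SD of each group as a bar beside the points. All 15 DP libraries lie below the DR median for each gene.

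Among 24 other insulin signalling genes, 5 rose, 12 fell and 7 did not pass. The transcription factor *Foxo1* (1.43-fold, 93.0 ± 12.2 against 133 ± 11.2 CPM) and the phosphodiesterase *Pde3b* (1.38-fold, 151 ± 17.6 against 209 ± 20.1 CPM) fell, while the insulin receptor phosphatase *Ptpn1* (1.34-fold, 88.0 ± 6.05 against 65.9 ± 4.89 CPM) and *Akt1* (1.21-fold, 169 ± 7.77 against 139.6 ± 7.74 CPM) rose (adjusted p of 1.51e-08 or less). As a list they did not stand apart from the other genes (camera adjusted p = 0.0963).

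Genes of the fat cell were lower in DP. Of 18 adipocyte markers, 0 rose, 17 fell and 1 did not pass. The adipokine *Adipoq* (2.15-fold, 954 ± 146 against 2050.4 ± 363 CPM), the lipid droplet protein *Plin4* (1.79-fold, 1237 ± 175 against 2210.5 ± 331 CPM) and the hormone-sensitive lipase *Lipe* (1.55-fold, 1075 ± 141 against 1663 ± 177 CPM) fell (adjusted p of 1.14e-09 or less), whereas the fatty acid transporter *Cd36* stood at 4319.8 ± 278 CPM in DP and 4466 ± 253 in DR (adjusted p = 0.234; named after its value was seen as the only marker that did not pass). The list's median log2 fold change was -0.52. The adipocyte markers list had a camera adjusted p of 1.1e-09, and adjusted p = 0.263 with an estimated correlation. Of 10 adipokines, 0 rose, 6 fell and 4 did not pass. The adipokines list had a camera adjusted p of 0.00486, and adjusted p = 0.263 with an estimated correlation. The complement factor *Cfd* (2.98-fold, 362 ± 111 against 1079 ± 478 CPM) and *Retn* (1.79-fold, 259 ± 38.3 against 465 ± 113 CPM) were among those that fell. All 4 markers of fat tissue expansion fell, and all passed adjusted over the list alone, with the Wnt antagonist *Sfrp5* (2.77-fold, 59.3 ± 19.5 against 164 ± 50.2 CPM), *Npr3* (1.24-fold, 965 ± 75.4 against 1192 ± 72.3 CPM) and *Bmp3* (1.36-fold, 107 ± 17.1 against 146 ± 30.4 CPM) beside *Mest*. The adipose expansion markers list had a camera adjusted p of 0.00171, and adjusted p = 0.263 with an estimated correlation. Markers of other cell types moved with these genes in both directions, with median log2 fold changes of 0.93 for macrophage, -0.34 for endothelial and -0.59 for mesothelial markers.

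Most members of the lists of triglyceride synthesis, lipolysis, fatty acid oxidation, the TCA cycle, oxidative phosphorylation and branched-chain amino acid breakdown fell. Of 11 triglyceride synthesis genes, 0 rose, 10 fell and 1 did not pass, including *Dgat1* (1.20-fold, 137 ± 11.4 against 164 ± 12.6 CPM) and *Mogat1* (1.89-fold, 2.43 ± 0.707 against 4.59 ± 1.05 CPM). The triglyceride synthesis list had a camera adjusted p of 0.000277, and adjusted p = 0.263 with an estimated correlation. Of 14 lipolysis genes, 1 rose, 11 fell and 2 did not pass (1, 12 and 1 adjusted over the list alone), including *Mgll* (1.39-fold, 1886 ± 168 against 2627 ± 155 CPM) and *Plin1* (1.38-fold, 1073 ± 106 against 1484 ± 124 CPM). The lipolysis list had a camera adjusted p of 9.9e-06, and adjusted p = 0.263 with an estimated correlation. Of 20 fatty acid oxidation genes, 1 rose, 18 fell and 1 did not pass, with *Decr1* (1.26-fold, 174 ± 16 against 219 ± 10 CPM) lower. The fatty acid oxidation list had a camera adjusted p of 2.75e-06, and adjusted p = 0.337 with an estimated correlation. The exception that rose was *Cpt1a* (1.251-fold, 198 ± 11.2 against 159 ± 27.3 CPM), the liver-type carnitine palmitoyltransferase (adjusted p = 9.24e-05, named after its value was seen). Of 14 TCA cycle genes, 0 rose, 14 fell and 0 did not pass, including *Ogdh* (1.252-fold, 357 ± 27.7 against 447 ± 20.3 CPM). The TCA cycle list had a camera adjusted p of 3.9e-06, and adjusted p = 0.301 with an estimated correlation. Of 20 nuclear genes of oxidative phosphorylation, 0 rose, 19 fell and 1 did not pass, including *Sdha* (1.23-fold, 256 ± 24.1 against 315 ± 18.6 CPM) and *Ndufv1* (1.253-fold, 71.1 ± 6.40 against 89.1 ± 7.02 CPM). The oxidative phosphorylation list had a camera adjusted p of 2.8e-07, and adjusted p = 0.337 with an estimated correlation. The share of counts from the mitochondrial genome was also lower in DP, as given above. Branched-chain amino acid breakdown had the smallest p of all lists by camera with the preset correlation, though not by fry. Of its 23 genes, 0 rose, 22 fell and 1 did not pass, with *Acadsb* (1.6-fold, 97.6 ± 10.3 against 156 ± 19.7 CPM) and *Aldh6a1* (1.70-fold, 223 ± 32.4 against 381 ± 45.6 CPM) as examples. The branched-chain amino acid breakdown list had a camera adjusted p of 8e-13, and adjusted p = 0.263 with an estimated correlation.

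Fatty acid synthesis genes went both ways: of 16, 3 rose, 5 fell and 8 did not pass. The transcription factor *Mlxipl* (1.27-fold, 70.8 ± 9.39 against 89.7 ± 11.2 CPM) fell, and the desaturases *Scd2* (1.6-fold, 623 ± 110.1 against 390.3 ± 103 CPM) and *Fads1* (1.27-fold, 59.5 ± 6.47 against 46.9 ± 7.69 CPM) and the acetate-activating enzyme *Acss2* (1.45-fold, 179 ± 28.5 against 123 ± 27 CPM) rose (adjusted p of 5.58e-05 or less). The list did not stand apart (camera adjusted p = 0.831). Of 11 thermogenic genes, 3 rose, 5 fell and 3 did not pass (camera adjusted p = 0.348), with *Cox8b* (1.81-fold, 11.8 ± 4.62 against 21.3 ± 5.71 CPM) and *Ppargc1a* (1.66-fold, 2.78 ± 0.904 against 4.6 ± 0.993 CPM) lower and *Elovl3* (2.67-fold, 0.849 ± 0.339 against 0.317 ± 0.306 CPM) higher. Of 21 cholesterol synthesis genes, 14 rose, 3 fell and 4 did not pass, with *Dhcr7* (1.81-fold, 72.0 ± 12 against 39.8 ± 8.89 CPM) higher and *Hmgcs1* (1.24-fold, 746 ± 50.2 against 922 ± 66.5 CPM) lower. The cholesterol synthesis list had a camera adjusted p of 0.00486, and adjusted p = 0.461 with an estimated correlation. Of 8 lipid genes that the study named, 6 rose, 2 fell and 0 did not pass (camera adjusted p = 0.137). The cholesterol acyltransferase *Soat1* (1.93-fold, 93.8 ± 15.7 against 48.7 ± 14.6 CPM) and the apolipoprotein B receptor *Apobr* (1.31-fold, 43.1 ± 4.02 against 32.8 ± 3.73 CPM) rose, and the peroxisomal transporter *Abcd2* (1.53-fold, 442 ± 41.2 against 678 ± 59.1 CPM) fell. The study chose that list on these samples, so it is not independent evidence of direction.

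**Figure D3:**
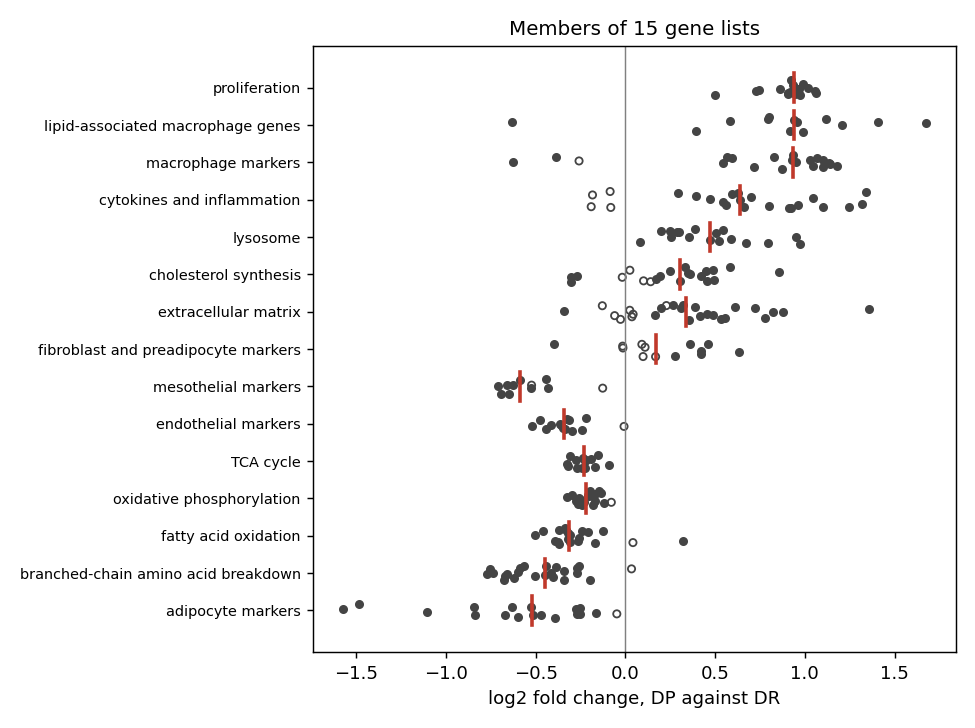
Log2 fold change of DP against DR (x axis) for each tested member of 15 gene lists (y axis), with filled points for members past the threshold, open points for the others and a red bar at the median of each list. Adipocyte markers have a median of -0.52 and macrophage markers a median of 0.93.

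Macrophage genes rose in DP. Of 20 macrophage markers, 17 rose, 2 fell and 1 did not pass (17, 3 and 0 adjusted over the list alone). The complement genes *C1qa* (1.64-fold, 292 ± 26 against 177 ± 25.7 CPM), *C1qb* (1.83-fold, 472 ± 40.8 against 258 ± 50.2 CPM) and *C1qc* (1.77-fold, 332 ± 30.5 against 187 ± 33.8 CPM) and the lipopolysaccharide co-receptor *Cd14* (1.91-fold, 65.7 ± 8.36 against 34.4 ± 6.63 CPM) rose in 15 of 15 DP libraries against the DR median (adjusted p of 5.51e-10 or less). The macrophage markers list had a camera adjusted p of 8.8e-08, and adjusted p = 0.263 with an estimated correlation. The 2 markers that fell, named after their values were seen, were *Timd4* (1.54-fold, 4.02 ± 1.19 against 6.20 ± 1.54 CPM) and *Cd163* (1.31-fold, 40.1 ± 8.80 against 52.5 ± 7.48 CPM) (adjusted p = 0.000228 and 0.000697), and the 1 that did not pass, *Lyve1*, was at 29.1 ± 8.78 CPM in DP and 34.8 ± 7.72 in DR (adjusted p = 0.0799). Of 13 genes of lipid-associated macrophages, which gather around dying fat cells, 12 rose, 1 fell and 0 did not pass. The lipid-associated macrophage genes list had a camera adjusted p of 1.48e-05, and adjusted p = 0.301 with an estimated correlation. Osteopontin, *Spp1* (3.20-fold, 116 ± 33.2 against 36.2 ± 15.2 CPM), and galectin, *Lgals3* (1.99-fold, 738 ± 127 against 371 ± 103 CPM), rose, and the acid phosphatase *Acp5* (1.55-fold, 245 ± 34.6 against 379 ± 45.5 CPM) fell. All 17 lysosome genes rose and all passed adjusted over the list alone, including *Ctsb* (1.46-fold, 4326 ± 418 against 2967 ± 405 CPM) and *Hexa* (1.59-fold, 322 ± 33.3 against 203 ± 33.1 CPM). The lysosome list had a camera adjusted p of 4.34e-09, and adjusted p = 0.263 with an estimated correlation. Of 23 genes of cytokines and inflammation, 19 rose, 0 fell and 4 did not pass, with the chemokines *Ccl3* (2.49-fold, 9.94 ± 2.23 against 3.99 ± 1.41 CPM) and *Ccl4* (2.37-fold, 5.34 ± 1.03 against 2.25 ± 0.881 CPM) and the receptor *Tlr2* (1.55-fold, 20.9 ± 1.64 against 13.5 ± 2.72 CPM) higher. The cytokines and inflammation list had a camera adjusted p of 1.82e-05, and adjusted p = 0.263 with an estimated correlation.

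Of 22 interferon response genes, 13 rose, 1 fell and 8 did not pass, with *Oas1a* (1.86-fold, 27 ± 3.42 against 14.5 ± 3.72 CPM) and *Mx1* (1.81-fold, 53.3 ± 14.8 against 29.4 ± 9.66 CPM) as examples. The interferon response list had a camera adjusted p of 0.00280, and adjusted p = 0.524 with an estimated correlation. Of 7 mast cell markers, 6 rose, 1 fell and 0 did not pass, with the proteases *Cpa3* (1.73-fold, 16.3 ± 4.35 against 9.43 ± 1.69 CPM) and *Cma1* (1.66-fold, 10.1 ± 2.53 against 6.08 ± 1.10 CPM). The mast cell markers list had a camera adjusted p of 0.0226, and adjusted p = 0.337 with an estimated correlation. Of 8 neutrophil markers, 5 rose, 1 fell and 2 did not pass (camera adjusted p = 0.0672), with *Csf3r* (1.51-fold, 20.3 ± 2.15 against 13.4 ± 2.53 CPM) higher and *Mmp9* (1.29-fold, 2.71 ± 0.671 against 3.50 ± 0.656 CPM) lower. Of 13 T cell markers, 3 rose, 0 fell and 10 did not pass (1, 0 and 12 adjusted over the list alone) (camera adjusted p = 0.831), namely *Cd4* (1.67-fold, 8.49 ± 1.93 against 5.07 ± 1.03 CPM), *Foxp3* (1.92-fold, 1.65 ± 1.17 against 0.859 ± 0.709 CPM) and *Cd28* (1.29-fold, 1.27 ± 0.321 against 0.982 ± 0.267 CPM), all at low levels. The T cell list had a median of -0.18 and a mean of 1.24e-05 on the log2 scale, which differ in sign, with camera's direction down. Of 9 B cell markers, 0 rose, 1 fell and 8 did not pass (0, 0 and 9 adjusted over the list alone) (camera adjusted p = 0.408), and of 8 dendritic cell markers, 0 rose, 3 fell and 5 did not pass (camera adjusted p = 0.348). The B cell gene that fell was *Blk* (1.43-fold, 1.31 ± 0.511 against 1.87 ± 0.662 CPM), and the dendritic cell genes that fell included *Cd209a* (1.42-fold, 1.15 ± 0.286 against 1.62 ± 0.592 CPM). Without DR replicate 7, a setting chosen after the data were seen, 4 of the 9 B cell markers passed as lower.

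Cell division genes rose together: all 18 of the proliferation list passed, also adjusted over the list alone, with *Ccna2* (1.89-fold, 30.6 ± 3.67 against 16.2 ± 4.44 CPM), *Birc5* (2.09-fold, 13.3 ± 1.85 against 6.38 ± 2.02 CPM) and *Plk1* (1.96-fold, 9.87 ± 1.07 against 5.03 ± 1.23 CPM) as examples (adjusted p of 2.37e-08 or less). The proliferation list had a camera adjusted p of 7.12e-10, and adjusted p = 0.263 with an estimated correlation. Of 7 cell cycle inhibitor and p53 genes, 4 rose, 2 fell and 1 did not pass (camera adjusted p = 0.300), with *Cdkn2a* (1.67-fold, 2.44 ± 0.520 against 1.46 ± 0.380 CPM), a marker of cell ageing, higher. Of 26 extracellular matrix genes, 18 rose, 1 fell and 7 did not pass (19, 1 and 6 adjusted over the list alone), including the protease inhibitor *Timp1* (2.56-fold, 38.6 ± 7.59 against 15.0 ± 5.19 CPM) and the protease *Mmp14* (1.84-fold, 121 ± 18.5 against 65.8 ± 10.1 CPM). The extracellular matrix list had a camera adjusted p of 4.82e-05, and adjusted p = 0.351 with an estimated correlation. Of 13 fibroblast and preadipocyte markers, 6 rose, 1 fell and 6 did not pass, including *Icam1* (1.34-fold, 44.3 ± 4.21 against 33.1 ± 4.14 CPM) and *Pdgfra* (1.34-fold, 101 ± 10 against 75.3 ± 12.1 CPM). The fibroblast and preadipocyte markers list had a camera adjusted p of 0.0398, and adjusted p = 0.461 with an estimated correlation. Of 14 endothelial markers, 0 rose, 13 fell and 1 did not pass, with *Gpihbp1* (1.39-fold, 77.5 ± 9.90 against 108 ± 15.8 CPM) and *Kdr* (1.44-fold, 113 ± 15.1 against 162 ± 20.1 CPM). The endothelial markers list had a camera adjusted p of 4.82e-05, and adjusted p = 0.348 with an estimated correlation. Of 11 mesothelial markers, 0 rose, 9 fell and 2 did not pass, with *Upk3b* (1.64-fold, 38.5 ± 11.7 against 63.1 ± 22.9 CPM) and *Muc16* (1.62-fold, 5.22 ± 1.64 against 8.45 ± 3.49 CPM). The mesothelial markers list had a camera adjusted p of 0.0162, and adjusted p = 0.524 with an estimated correlation. Of 10 smooth muscle and pericyte markers, 1 rose, 7 fell and 2 did not pass (1, 8 and 1 adjusted over the list alone), with *Notch3* (1.15-fold, 92.8 ± 9.76 against 107 ± 11.2 CPM) and *Tagln* (1.5-fold, 62.5 ± 11.2 against 93.9 ± 30.9 CPM). The smooth muscle and pericyte markers list had a camera adjusted p of 0.0439, and adjusted p = 0.461 with an estimated correlation.

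MicroRNAs of imprinted loci, where only the maternal or the paternal copy is active, were among those the study described. Long RNAs of such loci are given here. At the Dlk1-Gtl2 locus the maternally expressed *Meg3* (chromosome 12, 109541001 to 109571726) stood at 76.5 ± 9.74 CPM in DP and 64.4 ± 7.63 in DR (1.19-fold higher, adjusted p = 0.00128). Its neighbour *Rian* (chromosome 12, 109603940 to 109661716) was 1.35-fold higher (47.6 ± 7.42 against 35.2 ± 3.19 CPM, adjusted p = 1.29e-06), and *Mirg* (chromosome 12, 109729764 to 109749460) 1.36-fold higher (3.21 ± 0.623 against 2.36 ± 0.554 CPM, adjusted p = 0.00149). The paternally expressed *Dlk1* (chromosome 12, 109452823 to 109463336), an inhibitor of fat cell formation, was 1.42-fold lower (2.14 ± 0.510 against 3.05 ± 0.545 CPM, adjusted p = 0.000313). Of the 5 tested genes of the locus, 3 rose, 1 fell and 1 did not pass (3, 2 and 0 adjusted over the list alone) (camera adjusted p = 0.545). The gene that passed only over the list alone was *Dio3*, at 0.760 ± 0.279 CPM in DP and 1.13 ± 0.704 in DR. *Mest*, host of miR-335 (chromosome 6, 30723547 to 30748465), was 2.12-fold lower (457 ± 88.0 against 967 ± 259.8 CPM, log2 fold change -1.08 ± 0.12 SE, adjusted p = 8.84e-09), in 15 of 15 DP libraries against the DR median. Exons of *Mest* overlap *Copg2* on the other strand, and exons of *Meg3*, *Rian* and *Mirg* overlap small RNA genes on the same strand, so their reads cannot be fully told apart. Of 22 other imprinted genes, *Mest* included, 2 rose, 13 fell and 7 did not pass (2, 14 and 6 adjusted over the list alone), with *Plagl1* (1.48-fold, 76.1 ± 7.47 against 112 ± 19.4 CPM), *Sgce* (1.33-fold, 56.2 ± 3.60 against 74.8 ± 9.20 CPM) and *Snrpn* (1.30-fold, 21.3 ± 1.37 against 27.6 ± 3.02 CPM) lower. The other imprinted genes list had a camera adjusted p of 0.00486, and adjusted p = 0.263 with an estimated correlation. The 2 that rose, named after their values were seen, were *Igf2r* (1.54-fold, 175 ± 24.3 against 114 ± 20.6 CPM) and *H19* (1.55-fold, 8.49 ± 1.80 against 5.47 ± 1.02 CPM).

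**Figure D4:**
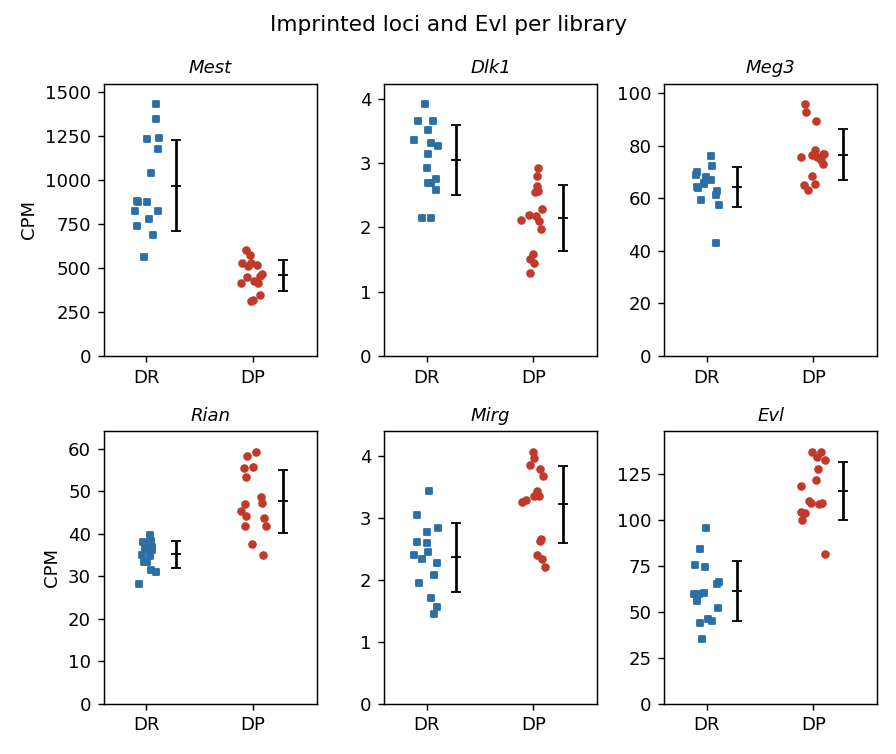
CPM (y axes, from 0) of *Mest*, *Dlk1*, *Meg3*, *Rian*, *Mirg* and *Evl* in each DR (squares) and DP (circles) library, with the mean and SD of each group as a bar beside the points. *Mest* and *Dlk1* are lower and the other 4 genes higher in DP.

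Among 11 host genes of microRNAs, 7 rose, 4 fell and 0 did not pass (camera adjusted p = 0.292). The host of miR-342, *Evl* (chromosome 12, 108554720 to 108688516), was 1.89-fold higher (116 ± 16 against 61.1 ± 16.2 CPM, adjusted p = 2.01e-08), and *Col27a1* (1.48-fold, 15.7 ± 1.44 against 10.6 ± 2.05 CPM) also rose. Of 13 targets of miR-335-5p that the study named, 9 rose, 4 fell and 0 did not pass (camera adjusted p = 0.167). The G protein subunit *Gna12* (1.30-fold, 257 ± 15.5 against 197 ± 20.3 CPM), the trafficking adaptor *Gga3* (1.22-fold, 37.2 ± 2.45 against 30.6 ± 2.63 CPM) and *Sgpp1* (1.56-fold, 57.3 ± 4.70 against 36.7 ± 5.88 CPM) rose, and *Atp2b4* (1.69-fold, 127 ± 12.5 against 215 ± 25 CPM), *Utrn* (1.48-fold, 150.0 ± 14.6 against 222 ± 23.6 CPM) and *Sod3* (1.38-fold, 633 ± 58.3 against 874 ± 68.1 CPM) fell (adjusted p of 6.25e-07 or less). Of 7 named targets of miR-342-3p, 3 rose, 4 fell and 0 did not pass (camera adjusted p = 1). The clock gene *Cry2* (1.37-fold, 43.9 ± 4.38 against 60.0 ± 6.49 CPM) fell, and *Vav1* (2.02-fold, 34.8 ± 4.6 against 17.2 ± 4.54 CPM), *Itgam* (1.93-fold, 177 ± 20.5 against 91.4 ± 25.2 CPM) and *Nceh1* (2.06-fold, 103 ± 19.9 against 49.9 ± 20.7 CPM), of which *Vav1* and *Itgam* are leukocyte genes, rose. The study chose both target lists on these samples, so their counts are not independent evidence. It named *Atp2b4*, *Utrn*, *Sod3*, *Vav1*, *Itgam* and *Nceh1* through differing protein, whereas mRNA is given here. It followed miR-335-5p targets with higher mRNA and miR-342-3p targets with lower mRNA in DP, and the mRNA of these genes went the other way. Median and mean of the miR-342-3p list differed in sign (-0.13 and 0.15), and camera's direction was down. Of 13 microRNA processing genes, 4 rose, 4 fell and 5 did not pass (camera adjusted p = 0.831), and the nuclease *Drosha* (1.14-fold, 45.2 ± 2.37 against 51.7 ± 2.97 CPM) fell slightly. The median of that list was 0.018 and its mean -0.0080, and camera's direction was down. Without DR replicate 7, a setting chosen after the data were seen, 1 gene of that list rose and 4 fell, at a median of -0.0015. Of 11 genes of DNA methylation, 4 rose, 1 fell and 6 did not pass (camera adjusted p = 0.167), with the maintenance methyltransferase *Dnmt1* (1.52-fold, 54.1 ± 4.25 against 35.6 ± 5.11 CPM), its partner *Uhrf1* (1.87-fold, 20 ± 1.37 against 10.7 ± 3.34 CPM) and *Dnmt3a* (1.41-fold, 132 ± 13 against 94.0 ± 16.6 CPM) higher.

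Stress and rhythm genes were read from further lists. Of 17 unfolded protein response genes, 11 rose, 1 fell and 5 did not pass, with *Sdf2l1* (1.67-fold, 18.8 ± 2.42 against 11.3 ± 1.62 CPM) and *Hyou1* (1.26-fold, 87.5 ± 4.48 against 69.3 ± 5.52 CPM) higher and the asparagine synthetase *Asns* (1.34-fold, 32.3 ± 4.29 against 43.2 ± 3.31 CPM) lower. The unfolded protein response list had a camera adjusted p of 0.00275, and adjusted p = 0.273 with an estimated correlation. Of 16 immediate early genes, which respond within minutes to handling and other stimuli, 14 rose, 1 fell and 1 did not pass, including *Egr2* (2.25-fold, 15.6 ± 2.62 against 6.96 ± 2.40 CPM), *Fos* (2.09-fold, 44.2 ± 8.72 against 21.1 ± 7.84 CPM) and *Atf3* (2.22-fold, 84.5 ± 17.5 against 38.2 ± 14.9 CPM). The immediate early genes list had a camera adjusted p of 0.000390, and adjusted p = 0.263 with an estimated correlation. Of 13 hypoxia genes, 5 rose, 4 fell and 4 did not pass (camera adjusted p = 0.719), with *Vegfa* (1.58-fold, 115 ± 19.7 against 182 ± 30.5 CPM) and *Bnip3* (1.5-fold, 335 ± 75.6 against 502 ± 70.4 CPM) lower and *Car9* (2.01-fold, 3.23 ± 0.708 against 1.61 ± 0.488 CPM) higher. Of 17 clock genes, 4 rose, 5 fell and 8 did not pass (camera adjusted p = 0.348), with *Hlf* (2.01-fold, 5.56 ± 2.06 against 11.2 ± 2.60 CPM) lower. The core clock gene *Arntl* was at 12.6 ± 4.96 CPM in DP and 13.5 ± 5.59 in DR (adjusted p = 0.704, named after its value was seen).

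The largest rises by the fixed rule were in *Hpca* (4.25-fold, 6.60 ± 1.04 against 1.55 ± 0.835 CPM), a neuronal calcium sensor, *Frem1* (4.18-fold, 7.45 ± 2.25 against 1.78 ± 0.860 CPM), *Fosl1* (3.95-fold, 6.68 ± 3.02 against 1.69 ± 0.962 CPM), *Col26a1* (3.87-fold, 5.93 ± 1.77 against 1.53 ± 0.809 CPM) and *Cntn1* (3.82-fold, 23.5 ± 5.50 against 6.16 ± 3.35 CPM), each higher than the DR median in 15 of 15 DP libraries (adjusted p of 2.36e-07 or less). *Ereg*, *Col6a5*, *Alx4*, *Spp1*, *Hmga2*, *Asb5* and *Muc13* completed the 12, between 2.87-fold and 3.49-fold higher. *Col6a5*, a collagen chain, reached 96.2 ± 20.4 CPM in DP against 28.9 ± 10.7 in DR. The largest falls included *Cyp2e1* (9.86-fold, 28.8 ± 17.4 against 283 ± 202 CPM), a cytochrome of ethanol and fatty acid metabolism, *Amy1* (3.35-fold, 18.5 ± 5.65 against 62.1 ± 17.2 CPM), an amylase whose family members can share reads, *Bpifb6* (3.71-fold, 0.982 ± 0.416 against 3.65 ± 0.958 CPM), *Cfd* and *Vstm2b* (3.02-fold, 1.61 ± 0.543 against 4.88 ± 1.81 CPM) (adjusted p of 3.82e-08 or less). *Cd164l2*, *Gabrr2* and *Ttpa* fell 3.0-fold, 2.96-fold and 2.85-fold. The fold of *Ttpa* was 1.93-fold (adjusted p = 5.69e-07) without DR replicate 7, and that of the other 4 falls moved by over 1.5 times without that library. *Hpd*, an enzyme of tyrosine breakdown, was 37.1-fold lower with all libraries and 4.45-fold (adjusted p = 7.62e-05) lower without that library. The same change took *Pon1* from 5.85-fold to 2.25-fold (adjusted p = 6.27e-05), *Cbs* from 5.19-fold to 2.92-fold (adjusted p = 1.56e-07) and *Slc38a3* from 4.92-fold to 1.46-fold (adjusted p = 0.0250). Exons of *Hpca*, *Fosl1*, *Ereg*, *Hmga2*, *Asb5*, *Muc13*, *Vstm2b* and *Cd164l2* overlap a gene on the other strand.

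DR replicate 7 held far more counts of liver genes than any other library. Albumin (*Alb*) had 121141 counts there and at most 1060 elsewhere, *Apoa1* 7295 and at most 70, and fibrinogen *Fga*, named after its counts were seen, 7806 and at most 61. All 15 liver markers had their highest count in that library. The 5 that were tested all fell in DP, also adjusted over the list alone (median log2 fold change -4.56; camera adjusted p = 0.545), with *Alb* 23.7-fold, *Apoa1* 43.1-fold, *Apoa2* 27-fold and *Serpina1a* 6.10-fold lower. Without DR replicate 7, 0 of the 5 passed as lower and 1 as higher, namely *Ahsg*, singled out after its value was seen (2.06-fold, adjusted p = 1.93e-06, above the DR median in 15 of 15 DP libraries), whose exons overlap *Gm30505* on the other strand. The others did not pass: *Alb* was 1.249-fold (adjusted p = 0.210), *Apoa1* 1.65-fold (adjusted p = 0.257), *Apoa2* 1.22-fold (adjusted p = 0.641) and *Serpina1a* 1.16-fold (adjusted p = 0.0658) lower. Without it 4691 genes rose and 4986 fell in all, an alternative chosen after the data were seen. Of 9 skeletal muscle markers, 1 rose, 1 fell and 7 did not pass (camera adjusted p = 0.740), with the actin *Acta1* (2.58-fold, 36.1 ± 13.4 against 93.1 ± 48.6 CPM) lower (adjusted p = 2.64e-06) and *Pvalb* (1.41-fold, 2.48 ± 0.763 against 1.75 ± 0.693 CPM) higher. *Mb*, which did not pass, moved from a log2 ratio of -0.81 to -1.61 without DP replicate 13. Of 6 ovary markers, 1 rose, 1 fell and 4 did not pass (camera adjusted p = 0.752), with *Cyp11a1* (1.6-fold, 0.916 ± 0.298 against 0.572 ± 0.206 CPM) higher and *Lhcgr* (1.72-fold, 0.373 ± 0.191 against 0.645 ± 0.202 CPM) lower, and of 3 oviduct and uterus markers, 1 rose, 0 fell and 2 did not pass (camera adjusted p = 0.790), the gene that rose being *Ltf* (3.03-fold, 1.74 ± 1.04 against 0.572 ± 0.667 CPM). Of 6 erythroid markers, 0 rose, 0 fell and 6 did not pass (camera adjusted p = 0.821), and the log2 ratios of *Hbb-bt* and *Hbb-bs* turned from 0.17 and 0.15 to -0.035 and -0.042 without DP replicate 3. None of the 10 exocrine pancreas markers had enough counts to be tested.

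**Figure D5:**
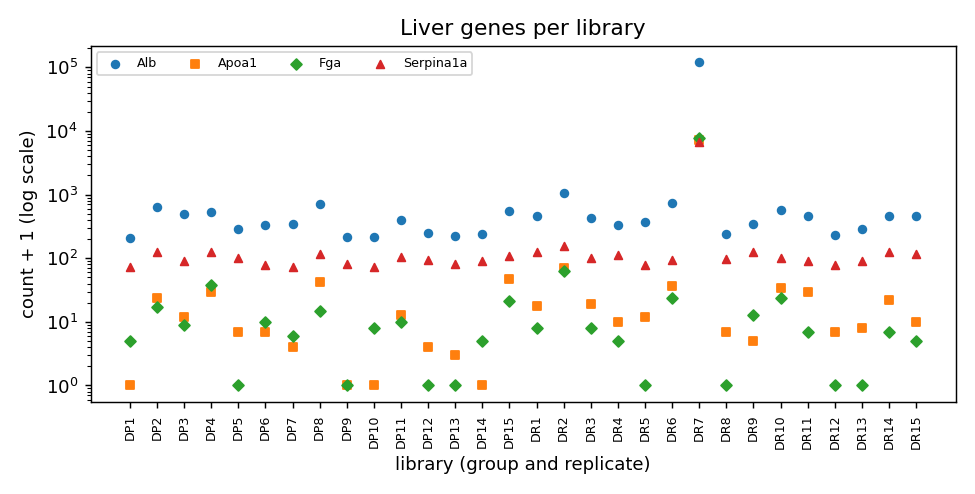
Counts plus 1 (y axis, log scale) of the liver genes *Alb*, *Apoa1*, *Fga* and *Serpina1a* in each of the 30 libraries (x axis, by group and replicate). DR replicate 7 has 121141 counts of *Alb*, and no other library has over 1060.

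Relations across libraries were computed for 4 pairs of measures within each group of 15, making 8 in the family. Libraries with more macrophage marker RNA had less RNA of the 5 insulin genes within DP (r = -0.91, permutation p = 1e-05, adjusted p = 8e-05, rho = -0.91, permutation p = 1e-05), and this held without the 2 libraries farthest from the median (r = -0.92, adjusted p = 0.000240). The raw p there is the smallest that 100000 resamples can give. Within DR the same relation passed (r = -0.73, permutation p = 0.00248, adjusted p = 0.00661, rho = -0.69, permutation p = 0.00645) but not without the 2 farthest libraries, DR replicates 11 and 8 (r = -0.60, permutation p = 0.0302, adjusted p = 0.0805, n = 13). The direction there was the same, with fewer samples. Both measures are shares of the same tissue RNA, so a mix of cells that varies between libraries could give this relation. No relation of macrophage markers with adipocyte markers was computed, so it is not shown to be particular to the insulin genes. *Mest* and *Sfrp5* were positively related within DR (r = 0.74, permutation p = 0.00194, adjusted p = 0.00661, rho = 0.68, permutation p = 0.00622). Without the 2 farthest libraries, DR replicates 6 and 4, the direction was the same and the call was lost (r = 0.62, permutation p = 0.0228, adjusted p = 0.0805, n = 13). Within DP the *Mest* and *Sfrp5* relation did not pass (r = 0.49, permutation p = 0.0600, adjusted p = 0.120, rho = 0.45, permutation p = 0.0946; without the 2 farthest r = 0.47). Its r was 0.30 without DP replicate 6. In DP libraries with lower library numbers r was 0.73 (n = 8), and in those with higher numbers -0.070 (n = 7). *Mest* was not detectably related to fatty acid synthesis genes in DP (r = -0.25, permutation p = 0.364, adjusted p = 0.416, rho = -0.18, permutation p = 0.514; without the 2 farthest r = -0.43) or DR (r = -0.43, permutation p = 0.105, adjusted p = 0.168, rho = -0.35, permutation p = 0.200; without the 2 farthest r = -0.18). Nor was it related to macrophage markers in DP (r = -0.14, permutation p = 0.622, adjusted p = 0.622, rho = -0.079, permutation p = 0.783; without the 2 farthest r = 0.067) or DR (r = -0.31, permutation p = 0.264, adjusted p = 0.352, rho = -0.28, permutation p = 0.312; without the 2 farthest r = -0.51). By library number, r of *Mest* with macrophage markers in DP was -0.63 at lower numbers (n = 8) and 0.34 at higher numbers (n = 7). In DR these were -0.69 (n = 7) and -0.043 (n = 8), so a relation in part of the libraries is not excluded. Whether the relations differ between DP and DR was not tested.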

Values the study reported

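The study reported an adipose tissue insulin resistance index about 4 times higher in DP than in DR mice, and lower mRNA of the insulin receptor, *Akt2*, *Slc2a4*, *Rps6kb1* and *Irs1* in DP. It found 437 microRNAs that differed in gWAT by a p not said to be adjusted, 240 of them higher and 197 lower in DP, a tally that pools hairpin with mature forms, and 22 microRNAs of the Dlk1-Gtl2 region that were all raised. Among 9523 targets backed by experiments of its 150 selected microRNAs, 5045 were given as differentially expressed, 2591 upward and 2454 downward.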

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

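The alternatives without DR replicate 7 and with the macrophage covariate and an estimated correlation together were chosen after the data were seen, and all others were planned. Outside the settings named next, the count of genes that rose ran from 3697 to 5575 and the count that fell from 3672 to 5667. Of 3078 values of named genes over the alternatives, 2816 kept their side of the threshold, 222 no longer passed, 16 newly passed and 24 turned. Of 813 values of lists, 735 kept their side, 53 were lost, 21 were gained and 4 turned. A value was counted as turned only if it changed sign and passed in the main fit or in the alternative. Values that kept their side can include changes of sign where neither passed. With surrogate variables as covariates the log2 fold changes turned for *Apoa1* 0.20 and *Apoa2* 0.35, and the cause was not tested.

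With the macrophage markers as a covariate edgeR called 0 genes up, 0 down and 0 of the 5 insulin genes (3 of the 5 and 1931 genes at an unadjusted p under 0.05, smallest adjusted p = 0.0640), and no other tool was run on single genes with it. The marker mean had a correlation of 0.874 with the group, so by construction the covariate took up much of the group difference. Some lists called neither with nor without the covariate changed the sign of their median. These were B cell markers (-0.36 to 0.15), skeletal muscle markers (-0.30 to 1.80), miR-335-5p targets (0.23 to -0.012), lipid genes named by the study (0.36 to -0.10) and microRNA processing (0.018 to -0.051). Among lists called with or without it, medians on the log2 scale turned to fatty acid synthesis 0.18, lipid-associated macrophage genes -0.14, mesothelial markers 7.73e-05 and smooth muscle and pericyte markers 0.15. The calls of 14 further lists were lost, at medians of oxidative phosphorylation -0.050, macrophage markers 0.0045, cytokines and inflammation 0.10, endothelial markers -0.0079, extracellular matrix 0.070, other imprinted genes -0.081, proliferation 0.074 and lysosome 0.038 among the leading lists and triglyceride synthesis -0.075, adipokines -0.0036, mast cell markers 0.27, fibroblast and preadipocyte markers 0.11, unfolded protein response 0.015 and immediate early genes 0.13 among the others. Camera with this covariate called 11 lists, of which 9 were also called without it, at medians of insulin signalling genes named by the study -0.18, adipocyte markers -0.19, lipolysis -0.20, fatty acid oxidation -0.20, TCA cycle -0.13, branched-chain amino acid breakdown -0.12, cholesterol synthesis 0.27, adipose expansion markers -0.43 and interferon response 0.22, and 2 were called with it alone, other insulin signalling -0.11 and fatty acid synthesis. With an estimated correlation and this covariate together it called 0 (5 at an unadjusted p under 0.05), with adjusted p = 0.409 for adipocyte markers and for the insulin genes. Among named genes that passed without the covariate, log2 fold changes turned to *Ereg* -0.34, *Alx4* -0.17, *Hmga2* -0.44, *Asb5* -0.42, *Cfd* 0.10, *Retn* 0.091, *Bmp3* 0.038, *Blk* 0.051, *Mdm2* -0.078, *Mlxipl* 0.017, *Fads1* -0.027, *Pdgfra* -0.00091, *Atf3* -0.24, *Fos* -0.12, *Soat1* -0.036, *Upk3b* 0.012, *Bnc1* 7.73e-05, *Evl* -0.0076, *Mcm7* -0.021, *Itgam* -0.048, *Nceh1* -0.30 and *Cd28* -0.30, and the cause was not tested gene by gene.

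In the 15 libraries with the higher library numbers 3055 genes rose and 3158 fell, from fewer samples. A fold of at least 1.5 left 1239 up and 805 down, as a stricter threshold must. With an estimated correlation camera called 0 lists (6 at an unadjusted p under 0.05), with 37 by fry, and the calls lost among the leading lists had medians, which the setting does not move, of adipocyte markers -0.52, fatty acid oxidation -0.31, oxidative phosphorylation -0.22, TCA cycle -0.23, branched-chain amino acid breakdown -0.45, cholesterol synthesis 0.30, adipose expansion markers -0.76, macrophage markers 0.93, lipid-associated macrophage genes 0.94, cytokines and inflammation 0.64, endothelial markers -0.34, extracellular matrix 0.34, other imprinted genes -0.28, proliferation 0.94 and lysosome 0.47. By fry the Dlk1-Gtl2 locus passed at a median of 0.25. Without the 2 libraries farthest from the median the relation of macrophage markers with insulin genes in DR weakened to -0.60 and that of *Mest* with *Sfrp5* in DR to 0.62, with fewer samples. On simulated counts edgeR recovered 25 of 50 genes changed by 0.32 on the log2 scale, 40 of 50 genes changed 1.5-fold and 47 of 50 changed 2-fold. Smaller changes were thus missed more often in the simulation. It gave 188 calls where the real groups gave 9704, so its adjusted threshold was stricter. These shares therefore do not give the sensitivity of the main fit, and depth was not varied.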

Other observations

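The tests of random splits and of a second liver list in DR replicate 7 were written before their results were seen, and the other tests below were chosen or reworded after.

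The 10 most abundant genes took 8.74% ± 0.591 of counts in DP and 10.8% ± 0.558 in DR (SD, n = 15, two-sided permutation p = 1e-05, the smallest that the resamples can give). Of the 50 strongest falls, 28 were still called lower without DR replicate 7, and the fold of 32 moved by over 1.5 times.

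Chance was tested by splitting the 30 libraries at random. Of 100 splits including the real one, 1 gave as many genes in one direction, with 4933 up and 4771 down in the real split and at most 2 in any other. No other split thus came near either count. A share of 1 in 100 is the smallest that these splits can give. The other splits had DP and DR libraries on both sides, which widens the spread within a side and lowers their gene counts. For the 5 insulin genes the splits decide nothing, since the study named these genes as lower in the same samples (real split 5, highest other 0, 1 of 100 splits as large). For the count of lists called by camera, 3 of the 100 splits reached the real 26, so that count passed narrowly. The highest other gave 27, and the other splits called a median of 13 lists. The other splits were uneven, with up to 11 DP libraries on one side, so part of the group difference can remain in them. Their list counts thus do not measure chance alone.

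Liver genes were among the strongest falls in DP. A group difference in liver transcripts is argued against as the source of the fall of the 5 tested liver markers, since without DR replicate 7 the log2 fold change of 5 of 5 lay over 3 SE above that with it, 0 passed as lower in edgeR's test (1 at an unadjusted p under 0.05) and *Ahsg* was 2.06-fold higher in DP (adjusted p = 1.93e-06). In that library 19 of 19 genes of a second liver list had their highest CPM, among them *Fabp1* with 4034 counts against at most 35 elsewhere, so that a candidate source is liver RNA in DR replicate 7, from tissue taken along or from carry-over, which these data do not separate. Such RNA as the whole cause is argued against for *Hpd*, *Pon1*, *Cbs* and *Slc38a3*, of which 4 stayed lower without that library, by 4.45-fold, 2.25-fold, 2.92-fold and 1.46-fold, as did *Cyp2e1* (9.59-fold). For these genes a difference that comes with the groups stays open and untested.

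Adipocyte genes were lower and macrophage genes higher in DP. A lower share of adipocyte RNA as the whole cause would raise the markers of other cell types alike. The mesothelial median was instead -0.59 and the endothelial median -0.34. These medians argue only against a loss of adipocyte RNA by itself. A higher share of macrophage RNA would lower them along with the adipocyte markers, so a shift in cell shares stays open. Dilution by macrophage RNA alone would lower markers that only adipocytes express by a common factor, whereas 11 of 18 lay over 3 SE from their median. Whether each of the 18 is expressed by adipocytes alone was not tested. The values of the 18 thus argue only against a common factor for the whole list. A level that follows the macrophage markers across libraries stays open. With these as a covariate 0 adipocyte markers passed edgeR's test (9 lower at an unadjusted p under 0.05). That fit called 0 of all genes tested, so this count decides nothing for these markers. The median log2 fold change moved from -0.52 to -0.19 and the median SE from 0.058 to 0.10. Camera with the covariate called the list (adjusted p = 6.5e-06) but not with an estimated correlation (adjusted p = 0.409). The macrophage markers move with the group itself, and a change of adipocyte gene expression that comes with diabetes risk stays possible and untested.

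Paternally expressed imprinted genes fell in DP, 12 of 17 tested and 0 rose, while of maternally expressed genes 3 fell (*Klf14*, *Cdkn1c* and *Grb10*) and 5 rose. Reads of overlapping genes are argued against for the 5 fallen genes that share no exon with another gene. For the 7 that do, such reads cannot be told apart without strand. Among these, *Snrpn* and *Igf2* also overlap genes on the same strand, whose reads strand would not separate. A level that follows the macrophage markers also stays open. With these as a covariate 0 of the 12 passed edgeR's test (3 at an unadjusted p under 0.05). That fit called 0 of all genes tested, so this count decides nothing for these genes. The median moved from -0.50 to -0.26 and the median SE from 0.093 to 0.19. Over loci whose called genes have 1 parental origin, 7 paternal loci fell and 0 rose, and 1 maternal locus fell and 1 rose (two-sided Fisher's exact test, p = 0.222), while at 4 loci with called genes of both origins these moved apart at 2 and both fell at 2. A direction that follows parental origin may be a hypothesis for other samples, but these loci are too few to decide it, and the grouping by origin was made after these genes were seen to fall.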
